# Effects of β-glucan Rich Barley Flour on Glucose and Lipid Metabolism in the Ileum, Liver, and Adipose Tissues of High-Fat Diet Induced-Obesity Model Male Mice Analyzed by DNA Microarray

**DOI:** 10.3390/nu12113546

**Published:** 2020-11-19

**Authors:** Kento Mio, Chiemi Yamanaka, Tsubasa Matsuoka, Toshiki Kobayashi, Seiichiro Aoe

**Keywords:** barley, β-glucan, dietary fiber, microarray, short chain fatty acids, lipid metabolism.

## Abstract

We evaluated whether intake of β-glucan-rich barley flour affects expression levels of genes related to glucose and lipid metabolism in the ileum, liver, and adipose tissues of mice fed a high-fat diet. C57BL/6J male mice were fed a high-fat diet supplemented with high β-glucan barley, for 92 days. We measured the expression levels of genes involved in glucose and lipid metabolism in the ileum, liver, and adipose tissues using DNA microarray and q-PCR. The concentration of short-chain fatty acids (SCFAs) in the cecum was analyzed by GC/MS. The metabolic syndrome indices were improved by barley flour intake. Microarray analysis showed that the expression of genes related to steroid synthesis was consistently decreased in the liver and adipose tissues. The expression of genes involved in glucose metabolism did not change in these organs. In liver, a negative correlation was showed between some SCFAs and the expression levels of mRNA related to lipid synthesis and degradation. Barley flour affects lipid metabolism at the gene expression levels in both liver and adipose tissues. We suggest that SCFAs are associated with changes in the expression levels of genes related to lipid metabolism in the liver and adipose tissues, which affect lipid accumulation.

## 1. Introduction

Metabolic syndrome is widely known as a multi-factorial disorder with symptoms such as hypertension, hyperglycemia, insulin resistance, and visceral fat obesity. This syndrome is promoted by irregular eating, lack of exercise, excessive drinking of alcohol and stress, which may cause risk factors such as cardiovascular disease, coronary disease, and type 2 diabetes [1]. In particular, quality of diet is closely associated with the development of metabolic syndrome. In recent years, the beneficial effects of whole-grains have become apparent: a meta-analysis of cohort studies showed that a high consumption of whole-grains is associated with reduced incidence of type 2 diabetes [2]. Another report showed that whole-grain consumption (48–80 g/3–5 serving/day) reduced the incidence of obesity, type 2 diabetes, and concentrations of total and LDL-cholesterol in serum [3]. A systematic review also reported that intake of a whole-grain and fiber diet reduced the risk of type 2 diabetes, the incidence of being overweight and obesity in Japanese men and women [4]. Whole-grain and grains are good sources of fiber, and the effect of dietary fiber on lipid metabolism has been studied over a long period [5,6,7].

Barley, a cereal grain, contains higher amounts of β-glucan compared with other grains such as oats, rye, and wheat. Since barley β-glucan is distributed throughout the kernel, the amount of β-glucan in refined barley is unchanged. Barley β-glucan is a polysaccharide polymer in which glucose is linked by β-glycoside bonds (β-1,3–1,4), and is almost soluble in water [8]. β-Glucan increases water solubilization in the stomach and small intestine and delays the absorption of other nutrients [9]. These effects suppress increases in postprandial blood glucose, and maintains satiety, thereby improving insulin resistance and suppressing visceral fat accumulation by reduced excessive insulin secretion [10]. It has also been reported that blood cholesterol levels were reduced by barley intake in vivo and human studies [11,12,13]. Studies have indicated that the mechanism of barley β-glucan involves inhibition of cholesterol synthesis in the liver, inhibition of bile acid reabsorption and alteration of cholesterol metabolism due to decreased insulin secretion and promotion of cholesterol excretion [14,15].

Water-soluble dietary fibers such as barley β-glucan are fermented by bacteria in the cecum to the distal colon. Fermentation produces short-chain fatty acids (SCFAs) such as acetic acid, propionic acid, and butyric acid as metabolites which serve as energy sources for the host. It was recently reported that SCFAs affect lipid metabolism in several organs such as liver, muscle, and brown adipose tissue [16]. Acetic acid is mainly metabolized in the liver and is involved in fat and cholesterol synthesis in peripheral tissues [17]. Propionic acid is mainly metabolized in the liver and intestinal tract, and butyric acid is involved in cell differentiation and maintenance of intestinal barrier formation in the intestinal tract [18]. These SCFAs also contribute to reducing intestinal pH, which inhibits the absorption of toxic products such as *p*-cresol and phenols [19]. Moreover, recent studies have indicated the SCFAs act in the host metabolism as signal molecules, regulating intestinal hormone secretion and insulin signaling via SCFA receptors [20].

The findings of the above studies support the beneficial effects of barley β-glucan in normalizing cholesterol concentration, improving glucose tolerance, and reducing visceral fat. These effects are considered to be related to the physiological functions of delaying digestion and absorption of nutrients in the diet from the digestive tract, and physiological functions of host energy by gut microbiota-derived SCFAs. However, the mechanism of barley β-glucan affecting lipid metabolism is still not understood at the gene level. There are very few reports which confirm the effects of barley β-glucan on lipid metabolism in several organs, such as intestinal tract, adipose, and liver tissues; therefore, it is still debatable whether the intake of β-glucan-rich barley flour is involved in lipid metabolism at the gene level.

To investigate the effect of β-glucan-rich barley on glucose and lipid metabolism, we measured gene expression levels using DNA microarrays, which are a tool to comprehensively detect total gene expression. In recent years, several studies have clarified the physiological effects of dietary fiber materials using DNA microarrays. Drew et al. reported that genes involved in the intestinal barrier function and metabolism of the intestinal epithelium were upregulated in the cecum of mice fed inulin or β-glucan extract of barley [21]. Other studies have reported that the expression of genes involved in fatty acid oxidation and lipid transport in skeletal muscle are upregulated in mice fed psyllium [22]. The purpose of this study was to investigate whether the intake of β-glucan-rich barley flour affects the expression levels of genes related to glucose and lipid metabolism in the ileum, liver, and adipose tissues of mice fed a high-fat diet using a DNA microarray and subsequent analysis by q-PCR. We also investigated the relationship between gene expression levels in each organ and SCFAs in the cecum.

## 2. Materials and Methods

### 2.1. Sample Preparation and Chemical Analysis

A new hulless barley cultivar, “Beau Fiber” (BF), was used in our experiments. BF flour pearled to 70% yield was obtained from the National Agriculture and Food Research Organization (Tsukuba, Japan). Total dietary fiber was analyzed using the AOAC 991.43 method [23]. β-Glucan content was analyzed using the McCleary method (AOAC 995.16) [24]. Protein and lipid content in BF were analyzed by the Kjeldahl and acid hydrolysis method, respectively. The nutritional content of BF is shown in Table 1.

### 2.2. Animals and Study Design

Four-week-old male C57BL/6J mice were purchased from Charles River Laboratories Japan, Inc. (Yokohama, Japan). Mice were housed on a 12 h light/dark cycle (light on at 07:30 h) under the conditions of constant air exchange at a temperature of 22 ± 1 °C and humidity of 50 ± 5%. Mice were acclimatized for one week on commercial chow (NMF, Oriental Yeast Co., Ltd., Shiga, Japan), before they were randomly assigned into two groups according to body weight (*n* = 10 per group). Mice were individually housed in plastic cages, and given the experimental powdered diets (Table 2). A high fat diet was prepared by the addition of lard to the AIN-93G diet (fat energy ratio 50%). The control and BF diets were supplemented with cellulose and BF flour, respectively, to give 5% total dietary fiber (Table 1). Mice were given free access to water and experimental diets during the whole experimental period of 92 days. Food intake and body weights were monitored three times a week during the study. Oral glucose tolerance test (OGTT) were performed in mice after 8 h fasting during the 11th week of the experimental diets. Mice were orally administered 20% glucose (1.5 g/kg body) and blood samples were collected from the tail at 0, 15, 30, 60, 120 min, before glucose levels were analyzed using electrode method (Glutest Neo Super, Sanwa Kagaku Kenkyusho Co., Ltd., Aichi, Japan). At the end of the study, mice were fasted for 8 h and sacrificed by isoflurane/CO_2_ anesthesia. Blood samples were then collected from the postcaval vein, centrifuged to obtain serum which was stored at −80 °C until biochemical analysis. The weights of liver, cecum, and adipose (epididymal fat, retroperitoneal fat, mesenteric fat) tissues were measured and then ileum, liver, and adipose (epididymal fat) tissues were immediately soaked in RNA protect Tissue Reagent (RNAlater, Qiagen, Hilden, Germany), while samples of liver and cecum contents were stored at −30 °C. The animal protocol was approved by the Animal Research Committee of Otsuma Women’s University (Tokyo, Japan) and was implemented in accordance with their regulations (No. 17012, February 2018).

### 2.3. Concentration of Liver Lipid and Biochemical Analysis in Serum

Liver lipid concentration was measured using Folch’s method [25]. Chloroform-methanol solution (2:1 *v*/*v*) was used to extract lipids from the liver, and isopropanol containing 10% polyoxyethylene octylphenyl ether (Triton X-100, FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan) was added to dissolve the lipids. Triglyceride and cholesterol concentrations in the extracts were measured enzymatically using the Cholesterol E-test and Triglyceride E-test, respectively (FUJIFILM Wako Pure Chemical Corporation, Osaka, Japan).

Total cholesterol (TC), low-density lipoprotein (LDL), high-density lipoprotein (HDL)-cholesterol, triglycerides (TG) and non-esterified fatty acids (NEFA) were measured in mice serum using Hitachi 7180 auto-analyzers at the Nagahama Research Institute (Oriental Yeast Co., Ltd., Shiga, Japan). Enzyme-linked immunosorbent assays (ELISAs) were used to measure serum insulin (mouse insulin ELISA kit, Shibayagi Co., Ltd., Gunma, Japan) and leptin (mouse leptin immunoassay kit R & D Systems, Inc., Minneapolis, MN, USA) concentrations.

### 2.4. Short-Chain Fatty Acids Analysis in Cecum Contents

SCFA concentration in the cecum contents was analyzed by gas chromatography-mass spectrometry (GC/MS) based on a previous report [26]. Twenty mg of cecum contents was added to a 2 mL microtube containing 100 μL of internal standard (100 μM crotonic acid), 50 μL of HCl, 300 μL of diethyl ether, and 5 mm stainless beads (AS ONE Corp., Osaka, Japan), and homogenized using a Tissue Lyser II (Qiagen, Hilden, Germany) at 2000 rpm for 2 min twice. After homogenates were centrifuged (3000 rpm, at 25 °C, for 15 min), 80 μL of supernatant (ether layer) was collected into a glass vial (Agilent Technologies Japan, Ltd., Tokyo, Japan), and mixed with 16 μL of *N*-tert-butyldimethylsilyl-*N*-methyltrifluoroacetamide (derivatization reagent). Vials were then sealed with a cap, and heated at 80 °C for 20 min. Vials were then placed at room temperature for 48 h for derivatization. The derivatized samples were analyzed using the 7890B GC system equipped with a 5977A mass selective detector (Agilent Technologies Japan, Ltd., Tokyo, Japan) and DB-5MS column (30 m × 0.53 mm). The oven temperature was initially kept at 60 °C, then ramped up to 120 °C at a rate of 5 °C/min. The oven was then ramped to 300 °C at a rate of 20 °C/min, and finally maintained at 300 °C for 2 min. Helium was used as the carrier gas at 1.2 mL/min. The temperature of the front inlet, transfer line, and electron impact ion source were set at 250, 260, and 230 °C, respectively. The mass spectral data were collected in a selective ion monitoring mode. Concentrations of SCFA were calculated by comparing the peak area with the internal standard.

### 2.5. DNA Microarray Analysis

The RNeasy Mini kit (Qiagen, Hilden, Germany) was used to extract total RNA in ileum, liver, and adipose (epididymal fat) tissues. The RNA integrity number (RIN) of all total RNA samples was checked by a visual inspection of the Bioanalyzer electropherograms (Agilent technologies Japan, Ltd., Tokyo, Japan). Based on a previous report [27], samples with RIN values higher than 6.5 were used for the analysis. Each RNA was mixed equally to obtain pooled RNA for each group (n = 10, per group). Total RNA (100 ng) was processed for use on the microarray using the GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific, Inc., Waltham, MA, USA) according to the manufacturer’s instructions. The resultant single-strand cDNA was fragmented and labeled with biotin, then hybridized to the GeneArray Mouse 2.0ST Array. The arrays were washed, stained and scanned using the Affymetrix 450 Fluidics Station and GeneChip Scanner 3000 7G (Thermo Fisher Scientific, Inc., Waltham, MA, USA) according to the manufacturer’s recommendations (Thermo Fisher Scientific, Inc., Waltham, MA, USA). Expression values were generated using Expression Console software, version 1.3 (Thermo Fisher Scientific, Inc.) with default robust multichip analysis parameters. These analyzes were performed by Kurabo Industries Ltd. (Osaka, Japan)

Raw and standardized (logarithmic transformation) microarray data were registered in Gene Expression Omnibus (GEO) at the National Center for Biotechnology Information (NCBI). GEO accession number was GSE157828.

### 2.6. mRNAs Expression Analysis in Ileum, Liver, and Adipose Tissues

mRNA expression levels were analyzed by Applied Biosystems Quant3 Real-Time polymerase chain reaction (PCR) system. Synthesized cDNA was used to measure the mRNA expression level using the 2^−∆∆CT^ method and Power-up SYBR^®®^ Green PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA). We used threshold cycle (CT) for data analysis, which indicates the fractional cycle number as the amount of amplified target reaches a fixed threshold. The ΔCT is the difference in threshold cycles for target genes compared to the reference gene, 36B4. The ∆∆CT is the difference between the ∆CT for the control group and the ∆CT for the BF group. Relative expression levels are showed as fold changes to the control group (arbitrary unit). Primer sequences are shown in Table S1.

### 2.7. Statistical Analysis

All statistical analyses were performed using R software (ver. 3.6.3, R Foundation for Statistical Computing, Vienna, Austria). Data are presented as mean ± standard deviation (SD) of the mean. Significant differences between the control group and BF group were analyzed by Student’s *t*-test if homoscedasticity and normality were confirmed, and by Wilcoxon test if not confirmed. Difference were assessed with two-side test with an α level of 0.05. The relationships among the expression levels of mRNA related to lipid metabolism and SCFAs were assessed using Spearman’s rank correlation coefficient.

## 3. Results

### 3.1. Changes in Body Weight, Food Intake, and Organ Weights

Body weight, food intake, and organ weights in mice fed the experimental diets are shown in Table 3. There were no significant differences in final weight, body weight gain, food intake, and food efficiency ratio between the two experimental groups. Organ weights in mice fed the experimental diets are shown in Table 4. Liver weight and the weights of retroperitoneal and mesenteric fat were significantly lower in the BF group compared with the control group (*p* < 0.05). The weight of cecum with digesta was significantly higher in the BF group compared with the control group (*p* < 0.05).

### 3.2. Concentrations of the Liver and Serum Lipid

The concentration of liver lipids, and serum biochemical markers are shown in Table 5. Accumulation of liver cholesterol and triglyceride was significantly lower in the BF group compared with the control group (*p* < 0.05). Serum TC, LDL and leptin concentrations were significantly lower in the BF group compared with the control group (*p* < 0.05). Serum TG concentration was significantly higher in the BF group compared with the control group (*p* < 0.05). There were no significant differences in serum HDL, NEFA, and insulin concentrations between the experimental groups.

### 3.3. Oral Glucose Tolerance Test (OGTT)

The OGTT results are shown in Figure 1. Blood glucose levels after glucose administration were significantly lower in the BF group compared with the control group at 15 and 60 min (*p* < 0.05). No significant differences were observed at other times.

### 3.4. Concentrations of SCFAs in Cecum Contents

Concentrations of SCFAs and organic acids in the cecum are shown in Table 6. The amounts of acetic acid, propionic acid, lactic acid, succinic acid, and total SCFAs were higher in the BF group compared with the control group (*p* < 0.05). No significant difference in the amount of butyric acid was observed between the experimental groups.

### 3.5. Gene Expression Profiles of the Ileum, Liver, and Adipose Tissues from Microarray

#### 3.5.1. Differential Expressed Genes (DEGs) by Microarray Analysis

The microarray analyses of each organ was compared by logarithmically converting values (Log-Ratio) of gene expression levels between the experimental groups, excluding non-coding genes. 

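Each of the 6 arrays measured RNA pooled from the 10 mice of a diet group, with 1 array for the control diet and 1 for the BF diet in the ileum, the liver and the epididymal adipose tissue. The mice had been fed for 92 days on a diet with 50% of its energy from fat and 5% dietary fiber, which came from cellulose in the control group and from BF flour in the BF group. With 1 array per group there is no spread between replicates, so no difference was tested and a pool does not show whether all 10 mice or a few of them made a difference. The arrays were GeneChip Mouse Gene 2.0 ST arrays. The authors made the values with robust multichip analysis in Expression Console 1.3, which corrects the background, normalizes the arrays to each other and gives a log2 value for each probe set. Those values were used as they are, and the control value was subtracted from the BF value within each organ. A probe set was counted as higher above 1.3 fold and as lower below 0.77 fold, the thresholds of the paper, with no filter on signal. Exactly 1 gene symbol was listed for 23521 probe sets, which made the counts. They stand for 22180 genes, and a gene with several probe sets was read from the one with the highest mean over the 6 arrays.
The number of arrays limits the precision. The median log2 value of the control and BF arrays was 4.42 and 4.39 in the ileum, 3.40 on both arrays of the liver, and 4.17 and 4.19 in adipose tissue. A value of at least 5 was reached by 40.4% and 40.0% of probe sets in the ileum, by 26.0% and 25.8% in the liver and by 36.8% and 36.9% in adipose tissue. Among probe sets with a mean log2 value from 6 to 8, the central 95% of the differences ran from -0.33 to 0.41 in the ileum, from -0.44 to 0.41 in the liver and from -0.60 to 0.55 in adipose tissue. Genes were grouped by 70 lists, 23 of them markers of cell types and 23 of them pathways of Figures 2 to 5. The lists were written before the data were examined, but after the largest entries of Tables S2 to S4 had been seen. The median difference of a list was placed among 10000 lists of genes drawn at like signal, which describes these arrays and not the variation between mice.

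**Figure D1:**
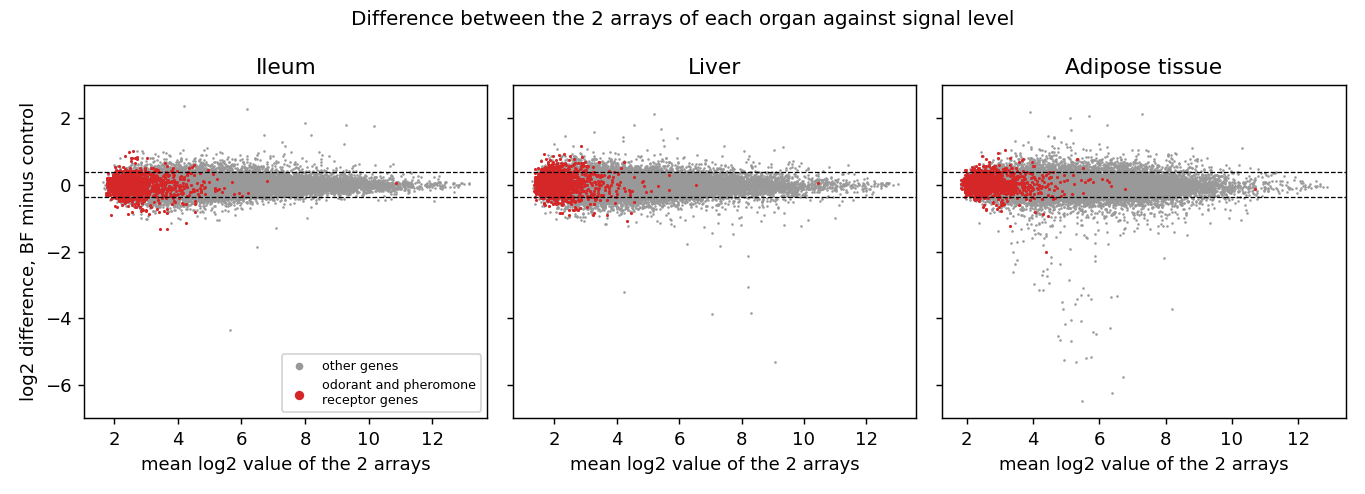
Log2 difference between the BF and the control array of each organ (vertical axis) against the mean log2 value of both arrays (horizontal axis), with 1 point per gene and dashed lines at 1.3 fold and 0.77 fold. Odorant and pheromone receptor genes are drawn in red, and the lowest points lie in adipose tissue, where Defb38, named after its values were seen, has a difference of -6.47.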

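In the ileum of mice in the BF group, Fut2, a fucosyltransferase of the intestinal epithelium, was 3.62-fold higher than in the control group, and Lct, the lactase of the brush border, was 2.82-fold higher. Tat, a tyrosine aminotransferase, was 3.47-fold higher and Fabp1, a fatty acid-binding protein of enterocytes, 2.26-fold higher. Rabggtb, a subunit of the enzyme that prenylates Rab proteins, was 3.61-fold lower. Car3 was 1.98-fold lower and Fabp4, which is known from adipocytes, 1.48-fold lower. Of the markers of B cells and plasma cells, 8 of 18 were higher in the BF group and none was lower, with a median log2 difference of 0.33, above all 10000 random lists. Among them Pou2af1 was 1.72-fold, Ms4a1 1.70-fold and Cd79a 1.52-fold higher. Class II antigen presentation genes had a median of 0.31, with 2 of 10 above 1.3 fold. Markers of adipocytes moved the other way, with 8 of 16 lower and 1 higher (median -0.36), including Adipoq at 2.07-fold lower. Markers of the proximal small intestine, to which Lct and Fabp1 belong, had a median of 0.18, with 4 of 12 higher and 1 lower. In all, 1007 probe sets lay above 1.3 fold and 925 below 0.77 fold, the second count falling to 603 after quantile normalization of the 6 arrays together. Of the main counts, 67.9% had a mean log2 value under 5. Among the 7853 protein-coding probe sets with a mean of at least 6, 203 were higher and 67 lower.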

In the ileum of mice in the BF group, the expression levels of 1536 genes had increased >1.3 fold and 1529 genes had decreased <0.77 fold when compared with the control group (Table S2). In the liver of mice in the BF group, the expression levels of 2197 genes had increased >1.3 fold and 2054 genes had decreased <0.77 fold when compared with the control group (Table S3). 

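Among protein-coding genes with a mean log2 value of at least 6, the lowest in the liver of the BF group included genes of the acute phase response, which the liver raises in inflammation. Saa2 (serum amyloid A) was 39.6-fold lower than in the control group, Lcn2 (lipocalin 2) 14.7-fold, Orm2 (orosomucoid) 14.4-fold and Apcs (serum amyloid P) 3.58-fold lower. Of the 17 acute phase genes, 8 were lower and none was higher. The metallothioneins Mt2 and Mt1 were 8.36-fold and 4.39-fold lower. Interferon-stimulated genes had 6 of 21 members lower and none higher, with Usp18 at 2.07-fold and Ifit1 at 1.87-fold lower. At that level of signal, the genes furthest on the other side were Lyz2, a lysozyme of macrophages (2.23-fold higher), Hsd17b6, a steroid dehydrogenase (2.22-fold), and Gsta4, a glutathione transferase (2.02-fold). The cytochromes P450 Cyp2c37 and Cyp3a11 were 1.64-fold and 1.61-fold higher. Markers of Kupffer cells had 1 of 10 members higher, Marco at 2.25-fold, and none lower. Markers of hepatocytes had a median log2 difference of 0.04, with 1 of 13 higher and 1 lower. In all, 1462 probe sets were higher and 1439 lower, and 77.5% of them had a mean log2 value under 5. At a mean of at least 6, 116 of 4847 protein-coding probe sets were higher and 185 lower.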

In the adipose tissue of mice in the BF group, the expression levels of 2111 genes had increased >1.3 fold and 1878 genes had decreased <0.77 fold when compared with the control group (Table S4). 

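Macrophage markers were lower in the adipose tissue of the BF group. Of 23 such genes, 21 were lower than in the control group and none was higher, with a median log2 difference of -0.81, below all 10000 random lists. Clec7a, a receptor for β-glucans, was 2.24-fold lower, Adgre1, which encodes F4/80, 2.19-fold and Msr1, a scavenger receptor, 1.99-fold lower. Genes of the cell cycle had 12 of 25 members lower and none higher, such as Ccnb2 at 1.96-fold and Mki67 at 1.70-fold lower. Markers of endothelial cells were higher, 11 of 13 with none lower and a median of 0.67, among them Robo4 at 2.06-fold and Kdr at 1.85-fold higher. The 3 genes with the largest falls at a mean log2 value of at least 6 are known from another tissue, the epididymis, to which this fat pad is attached. The log2 values of the control and BF groups were 9.50 and 3.26 for Spink8, 9.59 and 3.82 for Defb23, a beta-defensin, and 8.47 and 4.17 for Adam7, and since the BF values lie below the median of that array no fold is given. A difference below -2 on the log2 scale was found for 47 genes in adipose tissue, 6 in the liver and 1 in the ileum, a count made after the values had been seen. Of 42 beta-defensin genes, also chosen then, 18 were lower in adipose tissue and none was higher. Markers of multiciliated cells, 2 of 27 of which reached a log2 value of 5, had 13 members higher and none lower. Adgrg2 was 4.33-fold higher and Plet1 3.51-fold higher. Both had been seen before the lists were written, and Adgrg2 was kept out of the epididymal and multiciliated lists. In all, 1577 probe sets were higher and 1435 lower, 48.6% of them with a mean log2 value under 5. At a mean of at least 6, 448 of 6761 protein-coding probe sets were higher and 514 lower.

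**Figure D2:**
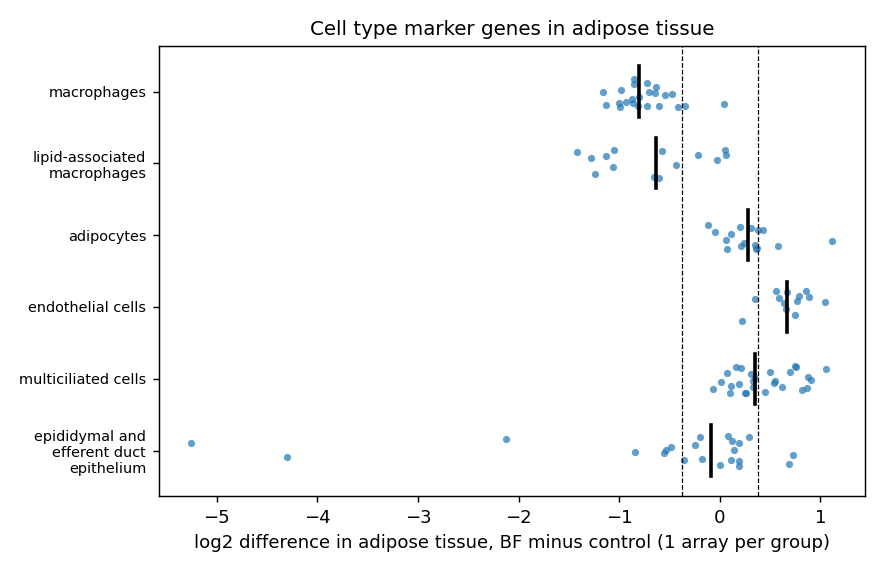
Log2 difference between the BF and the control array of adipose tissue (horizontal axis) for the genes of 6 marker lists, with 1 point per gene, a thick line at the median of each list and dashed lines at 1.3 fold and 0.77 fold. The macrophage markers lie to the left of 0 apart from 1 gene, and 3 epididymal genes lie below -2.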

The DEGs were annotated with gene symbols using Transcriptome Viewer (Kurabo Industries Ltd., Osaka, Japan) and subjected to further analyses.

#### 3.5.2. DEG Profiles Related to Lipid Metabolism

Figure 2 and Figure 3 show the ratio of DEGs to all genes involved in the lipid metabolism pathway, as described in the Kyoto Encyclopedia of Gene and Genome (KEGG) Pathway Database [28]. More than 10% of genes involved in steroid biosynthesis (mmu00140) were downregulated in all organ tissues. 

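Genes of steroid biosynthesis were lower in the liver and the adipose tissue of the BF group and close to the control level in the ileum. In the liver, 9 of the 16 genes analysed were lower (56.2%, exact 95% binomial interval 29.9 to 80.2%) and none was higher. Sqle, which oxidizes squalene, was 2.71-fold lower, Dhcr7, which acts at the last step to cholesterol, 2.28-fold, Msmo1 1.98-fold and Lss, the lanosterol synthase, 1.93-fold lower. In adipose tissue, 10 of the 16 were lower (62.5%, 35.4 to 84.8%) and none was higher, with Cyp51, the lanosterol demethylase, at 1.85-fold and Lipa, the lysosomal lipase, at 1.68-fold lower. Macrophage markers were lower in that same comparison, and how far a different mix of cells enters the share was not measured. In the ileum, 1 of the 16 was lower (6.25%, 0.158 to 30.2%), Tm7sf2 at 1.44-fold. Among genes of like signal, 4.41% were lower in the liver, 7.17% in adipose tissue and 2.19% in the ileum. The median log2 difference of the list was -0.54 in the liver and -0.40 in adipose tissue, both below all random lists, and 0.02 in the ileum. Of the 16 genes, 7 were lower in both organs, 2 in the liver alone and 3 in adipose tissue alone. Those of adipose tissue alone were Lipa, Cyp27b1 (-0.39) and Cyp2r1 (-0.38), the last 2 just past the threshold. Those of the liver alone were Fdft1 and Cel, and Cel had low log2 values of 3.25 and 2.80. Cyp27b1, Cyp2r1, Fdft1 and Cel were named after their values were seen. The list is that of steroid biosynthesis, as the pathway is named, and not of steroid hormone biosynthesis, whose KEGG number the sentence gives. It has 20 genes, 4 of which were not analysed here. Intervals cover counting error only, and genes of 1 pathway are not independent.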

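In the liver, both enzymes that set the amount and the type of bile acids were lower in the BF group. Cyp8b1, the sterol 12α-hydroxylase, was 2.28-fold lower, and Cyp7a1, which catalyzes the rate-limiting step of bile acid synthesis, was 2.06-fold lower. With them 3 of 16 genes of primary bile acid biosynthesis were lower (18.8%), and 1 was higher, the oxysterol hydroxylase Cyp39a1 at 1.67-fold. In the biosynthesis of unsaturated fatty acids, 5 of 30 genes were lower (16.7%) and 2 were higher, with the desaturase Fads2 at 1.37-fold lower. Of 23 genes of alpha-linolenic acid metabolism, 3 were lower (13.0%) and 1 was higher, but among its 7 members with a log2 value of at least 5 only 1 was lower. Genes of steroid hormone biosynthesis went both ways, with 13 of 75 higher (17.3%) and 8 lower (10.7%), and Cyp17a1 was 2.79-fold lower. So did linoleic acid metabolism, with 9 of 48 higher (18.8%) and 5 lower, including Cyp1a2 at 1.35-fold higher and Cyp3a25 at 1.46-fold lower. None of 14 genes of fatty acid biosynthesis was higher. Acacb, the acetyl-CoA carboxylase of the mitochondrial membrane, was 2.38-fold lower and the other 13 lay between the thresholds, with a median log2 difference of -0.25 over the list.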

In the liver, more than 10% of genes involved in fatty acid elongation (mmu00062), glycerolipid metabolism (mmu00561), primary bile acid biosynthesis (mmu00120), biosynthesis of unsaturated fatty acids (mmu01040), and alpha-linolenic acid metabolism (mmu00592) were downregulated, while more than 10% of genes involved in steroid hormone biosynthesis (mmu00140), linoleic acid metabolism (mmu00591), and fatty acid biosynthesis (mmu00061) were upregulated. 

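In adipose tissue of the BF group, Acsl4, an acyl-CoA synthetase for arachidonic acid, was 1.84-fold lower than in the control group, while Acacb was 1.64-fold higher. Of 14 genes of fatty acid biosynthesis, 3 were higher (21.4%, exact 95% binomial interval 4.66 to 50.8%) and 1 was lower. The other 2 higher genes were the acyl-CoA synthetases Acsbg1 (1.45-fold) and Acsf3 (1.38-fold). In fatty acid degradation, 5 of 45 genes were lower (11.1%) and 2 higher, but only 2 of the 30 genes with a log2 value of at least 5 were lower. In ether lipid metabolism, 5 of 43 genes were lower (11.6%) and 1 was higher, among them Gdpd1 at 1.76-fold, Agps at 1.45-fold and Pld3 at 1.43-fold lower. Of the 23 genes of alpha-linolenic acid metabolism, 1 was lower (4.35%), the cytosolic phospholipase Pla2g4a at 1.35-fold, and 1 was higher, the secreted phospholipase Pla2g2d at 1.47-fold. The lower share depended on the scaling, with 13.0% after lowess centring and 8.70% after quantile normalization within the organ. Of 82 genes of arachidonic acid metabolism, 8 were lower and 3 higher, with a median log2 difference of -0.01. The lower ones include the inducible cyclooxygenase Ptgs2, at log2 values of 7.30 and 4.01 in the control and BF groups, and the prostaglandin D and thromboxane synthases Hpgds and Tbxas1, at 2.81-fold and 1.51-fold. Markers of lipid-associated macrophages were lower on the same array pair, 10 of 14 with a median log2 difference of -0.63. Genes known from the epididymis were lower there too. Of 42 beta-defensin genes, chosen after the values were seen, 18 were lower and none was higher. How far a different mix of cells or RNA of the epididymis enters the arachidonic acid genes was not measured.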

In adipose tissue, more than 10% of genes involved in fatty acid degradation (mmu00071), glycerolipid metabolism, ether lipid metabolism (mmu00565), and alpha-linolenic acid metabolism were downregulated, while more than 10% genes of genes involved in fatty acid biosynthesis were upregulated. 

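In the ileum, 4 of 18 phospholipases A2, which release fatty acids from phospholipids, were higher in the BF group and none was lower, a count made after the values had been seen. Pla2g4c was 1.73-fold, Pla2g5 1.37-fold, Pla2g12b 1.35-fold and Pla2g2a 1.31-fold higher. These 4 genes belong to each of the pathways of ether lipids, arachidonic acid, linoleic acid and alpha-linolenic acid. They made all 4 higher genes of ether lipid metabolism (9.30% of 43) and 4 of the 5 higher genes of alpha-linolenic acid metabolism (21.7% of 23). In linoleic acid metabolism 11 of 48 genes were higher (22.9%) and 4 lower, and in arachidonic acid metabolism 12 of 82 were higher (14.6%) and 4 lower. In steroid hormone biosynthesis, 12 of 75 were higher (16.0%) and 6 lower, with Cyp2c65 at 1.45-fold and Cyp2d26 at 1.43-fold higher, yet only 20 of the 75 had a log2 value of at least 5, of which 4 were higher. Ltc4s, the leukotriene C4 synthase of leukocytes, was 1.56-fold higher. Among markers of leukocytes, 6 of 16 T cell genes (median log2 difference 0.23) and 6 of 23 macrophage genes (median 0.20) were higher, with none lower. Of 11 neutrophil genes none was higher and 1 was lower, and of 14 genes of lipid-associated macrophages 3 were higher and 1 was lower (median -0.06).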

In the ileum, more than 10% of genes involved in steroid hormone biosynthesis, ether lipid metabolism, arachidonic acid metabolism (mmu00590), linoleic acid metabolism, and alpha-linolenic acid metabolism were upregulated.

#### 3.5.3. DEGs Profiles Related to Carbohydrate Metabolism

Figure 4 and Figure 5 show the ratio of DEGs to all genes involved each carbohydrate metabolism pathway, as described in the KEGG Pathway Database. In the liver, more than 10% of genes involved in ascorbate and aldarate metabolism (mmu00053) were upregulated, and more than 10% of genes involved in galactose metabolism (mmu00052) and fructose and mannose metabolism (mmu00051) were downregulated. 

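The higher genes of ascorbate and aldarate metabolism were 3 of 18 (16.7%), with none lower. They include Ugt2b35, a glucuronosyltransferase, at 1.38-fold, and only 1 of the 15 genes with a log2 value of at least 5 was higher. In fructose and mannose metabolism, 5 of 28 genes were lower (17.9%) and 1 was higher, with Pfkfb2, an enzyme that sets the level of the glycolytic activator fructose 2,6-bisphosphate, at 1.33-fold lower. In galactose metabolism, 3 of 23 were lower (13.0%) and 1 was higher, while none of its 8 genes with a log2 value of at least 5 lay past a threshold. Of the better expressed genes of sugar metabolism, G6pc, the glucose-6-phosphatase, was 1.23-fold lower, within the thresholds. Acss2, an acetyl-CoA synthetase listed under glycolysis, was 1.76-fold lower.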

Less than 10% of the genes involved in carbohydrate pathways in the ileum were differentially expressed. 

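In the ileum, 3 enzymes of fructose and mannose metabolism were higher in the BF group, Pfkfb3 at 1.82-fold, Hk2, a hexokinase, at 1.72-fold and Fbp1, the fructose-1,6-bisphosphatase, at 1.61-fold. They are 10.7% of the 28 genes of that pathway, with none lower. In ascorbate and aldarate metabolism, 2 of 18 genes were lower (11.1%), none of them among the 9 with a log2 value of at least 5. Galactose metabolism had 2 of 23 genes higher (8.70%) and 1 lower, and glycolysis and gluconeogenesis 4 of 55 higher (7.27%) and 2 lower, among them Pck1 at 1.41-fold lower. Pyruvate metabolism had 2 of 38 genes lower (5.26%) and none higher. In inositol phosphate metabolism, 2 of 63 were higher and 2 lower.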

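Adipose tissue of the BF group had lower levels of Hk3, a hexokinase of myeloid cells (1.97-fold), Gys2, a glycogen synthase (1.81-fold), and Gla, the lysosomal α-galactosidase (1.79-fold). Inositol phosphate metabolism had 10 of 63 genes lower (15.9%) and 4 higher, such as the kinases Pi4k2b and Pip4k2a, at 1.47-fold and 1.43-fold lower, and Pik3c2b, at 1.68-fold higher. In the pentose phosphate pathway, 4 of 23 genes were lower (17.4%) and 1 was higher, with Prps1 at 1.47-fold and Dera at 1.39-fold lower. The 3 lower genes of starch and sucrose metabolism (13.0% of 23) stood beside 2 higher ones, including the glycogen phosphorylase Pygb at 1.55-fold. Galactose metabolism also had 3 of 23 genes lower, and none higher. In amino sugar and nucleotide sugar metabolism, 8 of 41 were lower (19.5%) and none was higher, among them Hexa, a lysosomal hexosaminidase, at 1.35-fold. The macrophage marker Ctsk, a lysosomal protease, was 2.44-fold lower in the same comparison.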

In adipose tissue, more than 10% of the genes involved in inositol phosphate metabolism, starch and sucrose metabolism (mmu00500), galactose metabolism and pentose phosphate metabolism (mmu00040) were downregulated.

### 3.6. mRNA Expression Levels in Ileum, Liver, and Adipose Tissues Using q-PCR

mRNA expression levels in the ileum, liver, and adipose tissues are shown in Figure 6. No significant differences in mRNA expression levels were observed in the ileum (Figure 6A). In liver, the mRNA expression levels of fatty acid synthase (FAS), acyl-CoA oxidase (ACOX), diacylglycerol o-acyltransferase-1 (DGAT1), stearoyl-CoA-desaturase-1 (SCD-1), carnitine palmitoyltransferase-1 (CPT-1), 3-hydroxy-3-methyl-glutaryl-coenzyme A reductase (HMG-CoA r), and cytochrome P450 7A1 (CYP7a1) were significantly lower in the BF group compared with the control group (*p* < 0.05) (Figure 6B). In adipose tissue, the mRNA expression levels of hormone-sensitive lipase (HSL) was higher in the BF group compared with the control group (*p* < 0.05), and the mRNA expression of monocyte chemotactic protein 1 (MCP-1), F4/80, and NADPH oxidase subunit p67 phox (p67^phox^) were significantly lower in the BF group compared with the control group (*p* < 0.05) (Figure 6C).

### 3.7. Correlation Analysis between SCFAs and Expression of mRNA Related to Lipid Metabolism in Liver and Adipose Tissues

Figure 7 shows the correlation coefficients by Spearman’s rank correlation analysis between the concentration of SCFAs in the cecum and mRNA expression in the liver. The concentration of acetic acid in the cecum negatively correlated with mRNA expression of ACOX, HMG-CoA reductase, and CYP7a1 in the liver (*p* < 0.05). The concentration of propionic acid in the cecum negatively correlated with mRNA expression of ACOX, CPT1, DGAT1, DGAT2, HMG-CoA reductase, and CYP7a1 (*p* < 0.05). The concentration of lactic acid in the cecum was negatively correlated with mRNA expression of CYP7a1 (*p* < 0.05). The concentration of succinic acid in the cecum negatively correlated with mRNA expression of CYP7a1 (*p* < 0.05). There was no relationship between the concentration of butyric acid in cecum and mRNA expression in the liver.

The relationship between mRNA expression in adipose tissue and the concentration of SCFAs in the cecum is showed in Figure 8. The concentrations of propionic acid and lactic acid in cecum positively correlated with mRNA expression of HSL in adipose tissue (*p* < 0.05). The concentration of lactic acid in the cecum negatively correlated with mRNA expression of MCP-1 (*p* < 0.05).

## 4. Discussion

We investigated whether β-glucan-rich barley flour affected glucose and lipid metabolism at the gene expression level in high-fat obesity model mice by comparing them with a control group. Firstly, we performed OGTTs and found that barley flour intake reduced postprandial blood glucose levels in BF mice compared with the control mice. Barley β-glucan is known to moderate the digestion and absorption of carbohydrates in the intestine, which results in suppressing excessive elevation of postprandial blood glucose. Previous studies have shown that long-term barley intake suppressed elevated blood glucose levels in mice [29]. Brockman et al. reported that consumption of high concentrations of barley β-glucan improved glucose control during glucose tolerance tests [30]. Our results were consistent with these previous studies and suggested that barley intake improves glucose tolerance. Moreover, this effect may be regulated by SCFAs. A previous study speculated that barley suppresses food intake and improves insulin sensitivity through SCFAs, which promote intestinal hormone secretion, such as glucagon-like peptide 1 (GLP-1) from intestinal enteroendocrine cells [31]. GLP-1 has the ability to decrease blood glucose levels by modulating glucose-dependent insulin secretion [32]. We confirmed that barley intake increased SCFAs in the cecum in this study (Table 4); however, further studies are needed to elucidate the effect of gut hormone secretion on glucose metabolism. 

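Taken over all carbohydrate pathways of Figures 4 and 5, 240 genes were analysed. In the ileum, 9 of them were higher (3.75%) and 8 lower (3.33%) in the BF group, and in the liver 12 were higher (5.00%) and 14 lower (5.83%). In adipose tissue, 13 were higher (5.42%) and 32 lower (13.3%, exact 95% binomial interval 9.30 to 18.3%), where 7.21% of genes of like signal were lower. The citrate cycle had no gene of 29 past a threshold in the liver, 1 lower in the ileum and 1 higher in adipose tissue. That 1 gene was Pck1, the phosphoenolpyruvate carboxykinase that also makes glycerol in fat, at 2.17-fold higher. Of 13 genes of adipokines and insulin signalling, 4 were higher in adipose tissue and none was lower, with Apln at 2.20-fold and Slc2a4, the insulin-regulated glucose transporter, at 1.49-fold. Slc2a4 and Pck1 are also among the adipocyte markers, and macrophage markers were lower in this comparison, so these shares were not separated from the mix of cells. Genes of gut hormones and of receptors for short-chain fatty acids had a median log2 difference of 0.23 in the ileum, with 3 of 16 higher and 1 lower, such as Nts, neurotensin, at 1.38-fold higher. Cck, cholecystokinin, was 1.24-fold higher, within the thresholds.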

DNA microarray analysis showed that there was only a slight change in the expression level of genes related to glucose metabolism in ileum, liver and adipose tissues after barley intake. Therefore, we speculated that barley flour intake reduced postprandial blood glucose levels and was mainly influenced by retardation of glucose absorption and secretion of intestinal hormones, but not through changes in the expression of genes related to glucose metabolism in ileum, liver, and adipose tissues.

Intake of a diet rich in β-glucan barley improved lipid metabolism in mice. DNA microarray analysis showed that the expression of 50% of the genes related to steroid biosynthesis (mmu00100) pathways were greatly downregulated in the BF group compared with the control group in liver and adipose tissues. In particular, the mRNA expression level of HMG-CoA reductase, the rate-limiting enzyme in cholesterol synthesis, was lower in the BF group compared with the control group in the liver. 

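Genes of the whole route from acetyl-CoA to cholesterol, a list that adds the steps before squalene, were lower in the liver of the BF group. Of 16 genes, 13 were lower and none was higher, with a median log2 difference of -0.79, below all 10000 random lists. Hmgcs1, which makes the substrate of HMG-CoA reductase, was 2.33-fold lower and the mevalonate kinase Mvk 2.13-fold lower. In adipose tissue, 9 of the 16 were lower (median -0.43), and all 9 were also lower in the liver. The adipose arrays also differed in markers of macrophages and endothelial cells, while in the liver macrophage markers had a median of 0.04, with 2 of 23 higher and 1 lower. The other 4 of the 13 cholesterol synthesis genes lower in the liver lay within the thresholds in adipose tissue. Hmgcs1 was 1.29-fold lower there, just short of the threshold. The rest, named after their values were seen, had log2 differences of -0.15 (Pmvk), -0.05 (Mvd) and 0.13 (Fdft1) there. In the ileum the list had a median of 0.01. Srebf2, which encodes the transcription factor that switches these genes on, was 1.53-fold lower in the liver. In the same organ its target Insig1 was 1.21-fold lower, within the thresholds. The levels of all 16 genes were above a log2 value of 5 on at least 1 array of each organ.

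**Figure D3:**
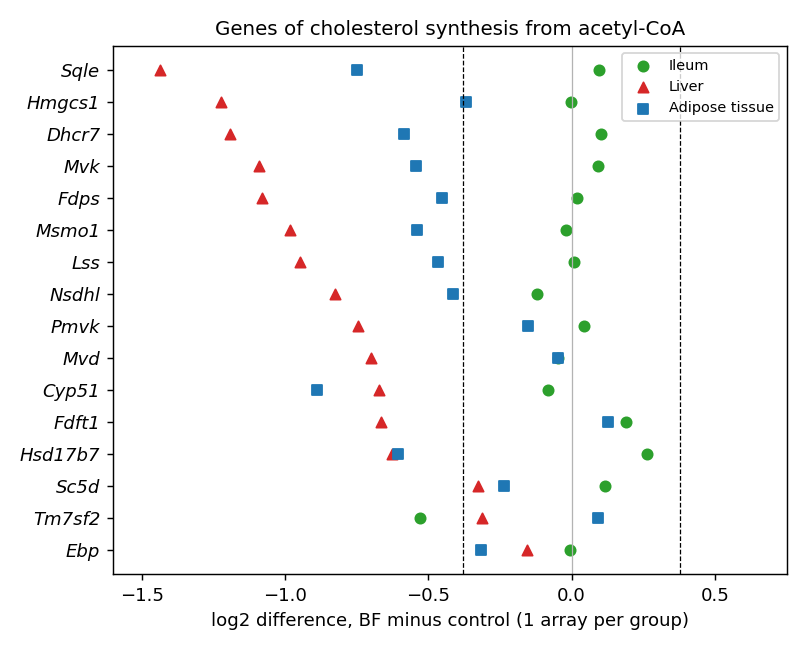
Log2 difference between the BF and the control array (horizontal axis) for the 16 genes of cholesterol synthesis from acetyl-CoA, in the ileum, the liver and adipose tissue, with 1 point per gene and organ and dashed lines at 1.3 fold and 0.77 fold. In the liver, 13 points lie below the lower line, in adipose tissue 9 and in the ileum 1.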

Xia et al. also reported that intake of whole-grain significantly lowered the expression of HMG-CoA reductase in the liver and plasma and liver lipid levels when compared with the no barley group in high-fat diet model rats [33]. These reports are similar to the results obtained in our study. We found that intake of barley flour lowered liver and serum TC concentrations by consistently reducing the expression of genes involved in cholesterol synthesis. Moreover, it was previously suggested that improvements in lipid metabolism after barley intake is due to the promotion of cholesterol excretion in the intestine and inhibition of bile acid re-absorption. It is known that CYP7a1 is the rate-limiting enzyme for bile acid synthesis in the liver. A previous study reported that intake of barley β-glucan and waxy barley promotes excretion of bile acids in the feces; concomitantly increasing CYP7a1 expression and bile acid synthesis, thereby suppressing cholesterol synthesis [34]. However, in our study, the mRNA expression levels of CYP7a1 were significantly lower in the BF group compared with the control group. We also found that the fecal lipid levels did not change between the experimental and control groups (data not shown). The differing results may be due to differences in the source of barley, the experimental period and/or the animal model. Further studies are needed to elucidate how changes in the intake of barley affects bile acid metabolism.

The metabolic syndrome indices (abdominal fat organs, liver lipids, serum TC and LDL) is improved in mice fed barley flour: we previously reported that barley intake reduced fat accumulation in mice [35] and Choi et al. reported that consumption of barley β-glucan extract is involved in preventing obesity in mice fed a high-fat diet [36]. Another study reported that barley intake has an improving effect, both histologically and biochemically, on the liver of diabetic-model rats [37]. Similar effects have been shown in human studies; Japanese patients with hyperlipidemia had decreased abdominal fat and serum LDL after barley intake [38] and abdominal fat was decreased by whole-grain cereal intake in healthy humans [39]. Our results support previous studies. A DNA microarray showed that more than 10% of genes involved in glycerolipid metabolism (mmu00561) and the fatty acid elongation pathway (mmu00062) were downregulated in the BF group compared with the control group in the liver. q-PCR analyses also showed the expression of genes involved in lipid synthesis, such as DGAT1, SCD-1, FAS, and degradation, ACOX, CPT-1, were lowered after β-glucan-rich barley flour intake. 

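In the liver, genes that promote lipid droplets and fat storage were lower in the BF group. Cidec, a protein of the lipid droplet surface, was 3.44-fold lower, Plin4 2.04-fold, G0s2 1.70-fold and Pparg, a transcription factor of fat storage, 1.46-fold lower. They belong to a list of 11 genes of hepatic steatosis, of which 8 were lower and none was higher (median log2 difference -0.54). Of 16 genes of lipogenesis, 4 were lower and none was higher, with a median of -0.31. In fatty acid elongation, 4 of 31 genes were lower (12.9%, exact 95% binomial interval 3.63 to 29.8%) and 2 were higher, with the thioesterase Acot2 at 1.43-fold and the elongases Elovl5 and Elovl6 at 1.39-fold and 1.37-fold lower. In glycerolipid metabolism, 6 of 50 genes were lower (12.0%, 4.53 to 24.3%) and 1 was higher. The lower genes include Dgkq, a diacylglycerol kinase, at 1.93-fold, and the acyltransferases Mogat2 and Mogat1, 3 names chosen after their values were seen. The control and BF values of the acyltransferases were low, 4.47 and 3.82 for Mogat2 and 3.84 and 3.21 for Mogat1. Gpam, which starts glycerolipid synthesis, was 1.29-fold lower, within the thresholds. Of the 29 genes of glycerolipid metabolism with a log2 value of at least 5, 1 was lower (3.45%), and of those at 6 or above none was.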

The data suggest that gene expression levels related to lipid metabolism were lower overall in the liver, and affected an improvement in the obesity index.

Intake of β-glucan-rich barley flour affected the expression levels of mRNA related to lipid metabolism in adipocytes in a different way to the control group. Adipocytes are not only energy storage organs but also secrete some adipocytokines to regulate energy metabolism. 

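In adipose tissue, the glycerolipid genes went both ways, with 5 of 50 lower (10.0%, exact 95% binomial interval 3.33 to 21.8%) and 2 higher in the BF group. The lower ones include the lipase Lipf at 1.76-fold, and the higher ones are the acyltransferase Gpat4 at 1.32-fold and the kinase Dgka at 1.30-fold. Markers of adipocytes had 3 of 16 members higher and none lower, with a median log2 difference of 0.28. Of 16 genes of lipogenesis, 3 were higher and none was lower, such as Thrsp at 1.35-fold and the transcription factor Mlxipl at 1.32-fold. None of 13 genes of lipolysis and lipid uptake lay past a threshold, and the nearest, Aqp7, a glycerol channel, was 1.30-fold higher. Of 7 genes of sterol uptake and regulation, 2 were lower, Npc1 and Insig1, both at 1.37-fold. Plin2, a lipid droplet protein, was 1.41-fold lower. The macrophage markers Atp6v0d2, Itgax and Mmp12 were 2.67-fold, 2.37-fold and 2.20-fold lower in the same tissue.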

In the present study, intake of barley flour downregulated genes related to several lipid metabolism pathways, such as steroid biosynthesis (mmu00100), and glycerolipid metabolism (mmu00561), in adipose tissue. It is considered that lipids flowing into adipose tissue were lower in the BF group compared with the control group due to lower lipid synthesis in the liver. The mRNA expression levels of HSL were significantly higher in the BF group compared with the control group. It is known that HSL catalyzes the degradation of triacylglycerol and decreases in the expression of HSL are associated with insulin concentration and obesity [40,41]. In this study, serum insulin concentration was reduced by barley flour intake (BF: 3.9 ± 1.5 ng/mL, control 6.0 ± 3.3 ng/mL); therefore, it was suggested that increased HSL expression occurs by the lower concentration of insulin accelerating fat degradation. Positive correlations between several SCFAs and HSL expression in adipose tissue were detected; however, further studies are needed to evaluate the relationship between HSL and SCFAs.

The expression levels of genes related to glucose and lipid metabolism were unchanged in the ileum. 

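In the ileum, genes of lipogenesis and of bile acid uptake lay mostly between the thresholds. Of 16 genes of lipogenesis, 1 was lower and none was higher (median log2 difference 0.01). None of 11 genes of bile acid transport and FXR signalling lay past a threshold, among them Slc10a2, the ileal bile acid transporter (-0.21), Fabp6 (0.06) and Fgf15 (0.01). Glycerolipid metabolism had 1 of 50 genes lower (2.00%) and none higher. That gene was Lpl, the lipoprotein lipase, at 1.65-fold lower, which lay within the thresholds when its probe sets were averaged. The adipocyte marker Retn was 1.64-fold lower beside it. Among 15 targets of PPARα, 2 were higher and 1 was lower, with Vnn1 at 1.33-fold higher. Of LXR targets, Abca1, a cholesterol exporter, was 1.39-fold higher. Slc2a2, the transporter that passes glucose and fructose to the blood and 1 of the markers of the proximal small intestine, was 1.84-fold higher. Acaa1b and Acadl, enzymes of fatty acid oxidation, were 1.48-fold and 1.37-fold higher.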

A previous study using fructo-oligosaccharides reported that succinic acid induced intestinal gluconeogenesis in vivo [42]; however, our study produced different results and this may be due to the differences in soluble fiber material. Therefore, our results suggest that the main organs in which barley flour is involved in lipid metabolism at the gene expression level are the liver and adipose tissues, but not the ileum.

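Over all lipid pathways of Figures 2 and 3, 315 genes were analysed. In the liver, 35 of them were lower (11.1%, exact 95% binomial interval 7.86 to 15.1%) and 26 higher (8.25%). The same number, 35, were lower in adipose tissue, and 13 were higher (4.13%, 2.22 to 6.95%). In the ileum, 15 were lower (4.76%, 2.69 to 7.73%) and 24 higher (7.62%, 4.94 to 11.1%). Among genes of like signal, 5.40%, 6.16% and 3.53% were lower and 5.13%, 6.26% and 4.03% higher in the liver, adipose tissue and ileum. Of the lower genes, 9 in the liver and 10 in adipose tissue are those of steroid biosynthesis. The difference between the organs was not tested, since each has 1 array per diet. The paper reports downregulated pathways and q-PCR differences in the liver and adipose tissue, and unchanged levels in the ileum. From its results it proposes that barley flour acts on lipid metabolism genes mainly in the liver and adipose tissue, but not in the ileum.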

Some inflammatory markers (MCP-1, p67^phox^, F4/80) were significantly decreased in the adipose tissue of barley-supplemented mice. It has been reported that adipocytes induce early inflammation by producing active oxygen via activation of NADPH oxidase in mice on a high-fat diet [43]. These results suggest that a decrease in adipocyte hypertrophy reduces fat synthesis in the liver, thus lowering visceral fat weight and inflammation in adipocytes.

Previous studies have described SCFAs as energy sources for the intestine and liver [44,45]. We found that several SCFAs negatively correlated with the expression levels of mRNA involved in hepatic lipid synthesis and degradation. Our results are supported by previous studies in which SCFAs suppressed lipid synthesis in the liver [46] and the expression levels of FAS and carbohydrate-response element-binding protein (Chrebp) were lower in mice fed SCFAs compared with mice fed cellulose [47]. Based on these results, we suggest that SCFAs alter the expression of genes related to lipid metabolism in the cecum. A recent study revealed that SCFAs influence the metabolism of lipids and glucose to regulate GLP-1 and transcription factor activity involved in lipid metabolism via intestinal SCFA receptors [48]. It is known that G protein-coupled receptors (GPCRs) are activated by SCFAs; notably, GPR43 and GPR41 regulate gut hormone secretion [49]. Further studies using mice deficient in these SCFA receptors will clarify the relationship between barley intake, SCFAs and the expression of genes related to lipid metabolism.

## 5. Conclusions

Our study provides evidence that β-glucan-rich barley flour affects lipid metabolism in the liver and adipose tissues at the gene expression level in high-fat obesity model mice. Using a DNA microarray, we observed that the intake of barley flour consistently reduced the expression levels of genes related to steroid biosynthesis in the liver and adipose tissue; however, in the ileum, barley flour is suggested to affect lipid metabolism through digestive absorption and intestinal fermentation, rather than changes in gene expression. The expression of genes involved in glucose metabolism did not change in each organ; therefore, we suggest that the improving effect of barley flour on postprandial blood glucose levels is caused by the modification of the gut events such as the retardation of glucose absorption and intestinal fermentation. In conclusion, microbiota-derived SCFAs affect changes in the expression levels of genes related to lipid metabolism in the liver and adipose tissues, thus affecting lipid accumulation and abdominal fat.

## Figures and Tables

**Figure 1:**
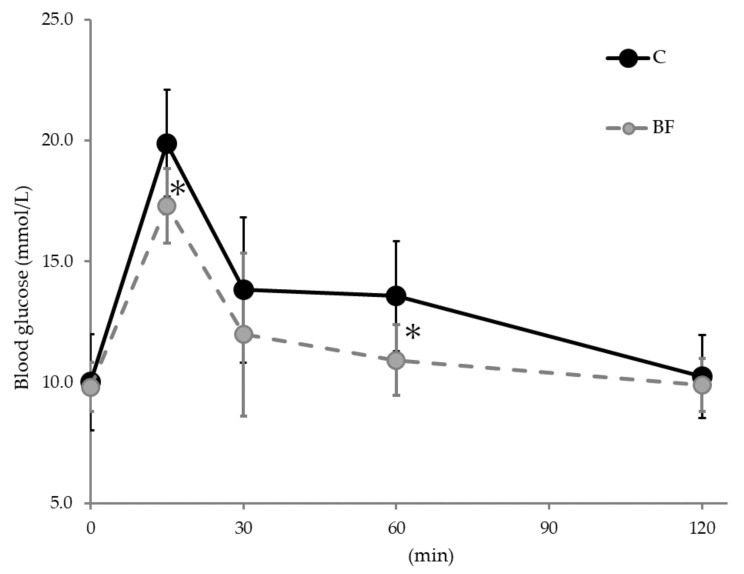
Blood glucose levels in the oral glucose tolerance test (OGTT). Data are shown as mean ± SD. * Significantly different from the control group (*p* < 0.05). C: Control group, BF: Beau fiber group.

**Figure 2:**
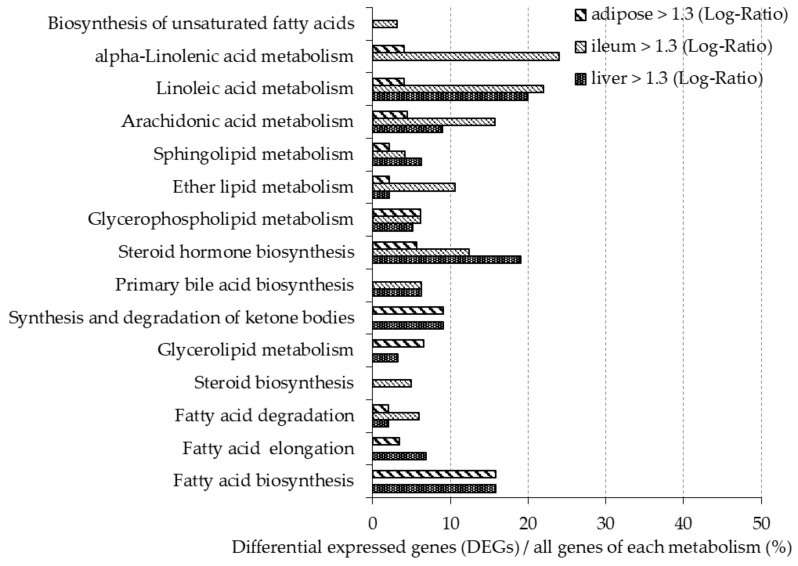
In mice fed the BF diet, the ratio of Differential Expressed Genes (DEGs) upregulated (gene expression > 1.3-fold difference compared with the control group) in each organ is shown. The *y*-axis shows the lipid metabolic pathway described in Kyoto Encyclopedia of Gene and Genome (KEGG). The *x*-axis shows the percentage of the DEGs of all genes involved in each metabolic pathway.

**Figure 3:**
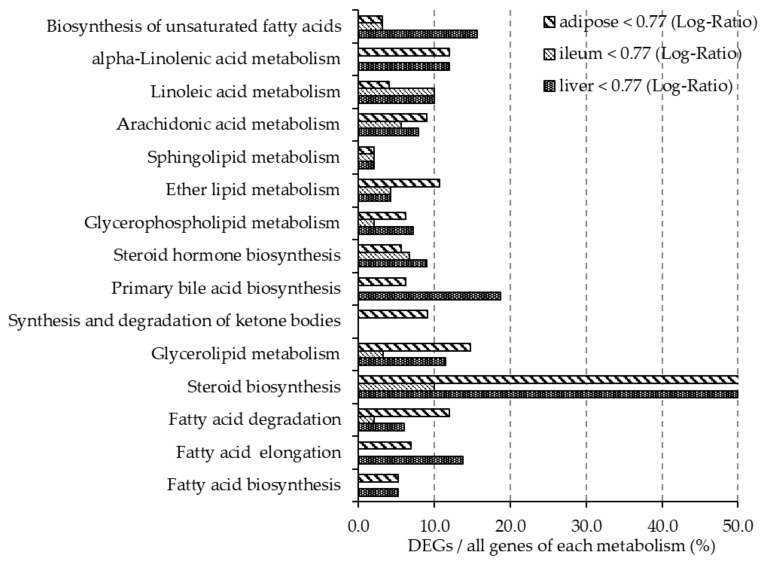
In mice fed the BF diet, the ratio of DEGs downregulated (gene expression < 0.77-fold difference compared with the control group) in each organ is shown. The *y*-axis shows the lipid metabolic pathways described in KEGG. The *x*-axis shows the percentage of DEGs of all genes involved in each metabolic pathway.

**Figure 4:**
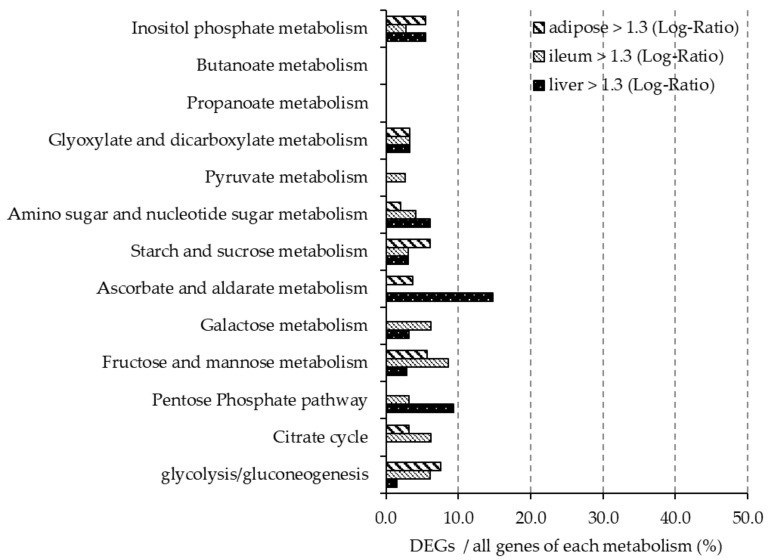
In mice fed the BF diet, the ratio of DEGs upregulated (gene expression > 1.3-fold difference compared with the control group) in each organ is shown. The *y*-axis shows the carbohydrate metabolic pathway described in KEGG. The *x*-axis shows the percentage of DEGs of all genes involved in each metabolic pathway.

**Figure 5:**
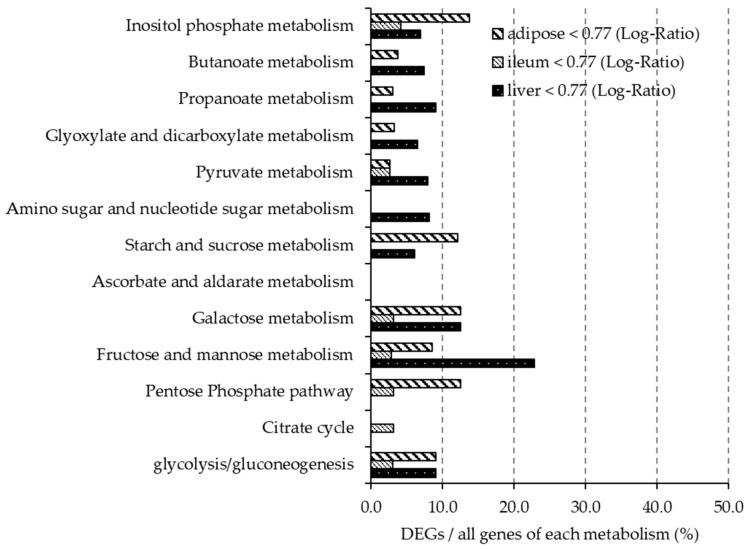
In mice fed the BF diet, the ratio of DEGs downregulated (gene expression < 0.77-fold difference compared with the control group) in each organ is shown. The *y*-axis shows the carbohydrate metabolic pathway described in KEGG. The *x*-axis shows the percentage of DEGs of all genes involved in each metabolic pathway.

**Figure 6:**
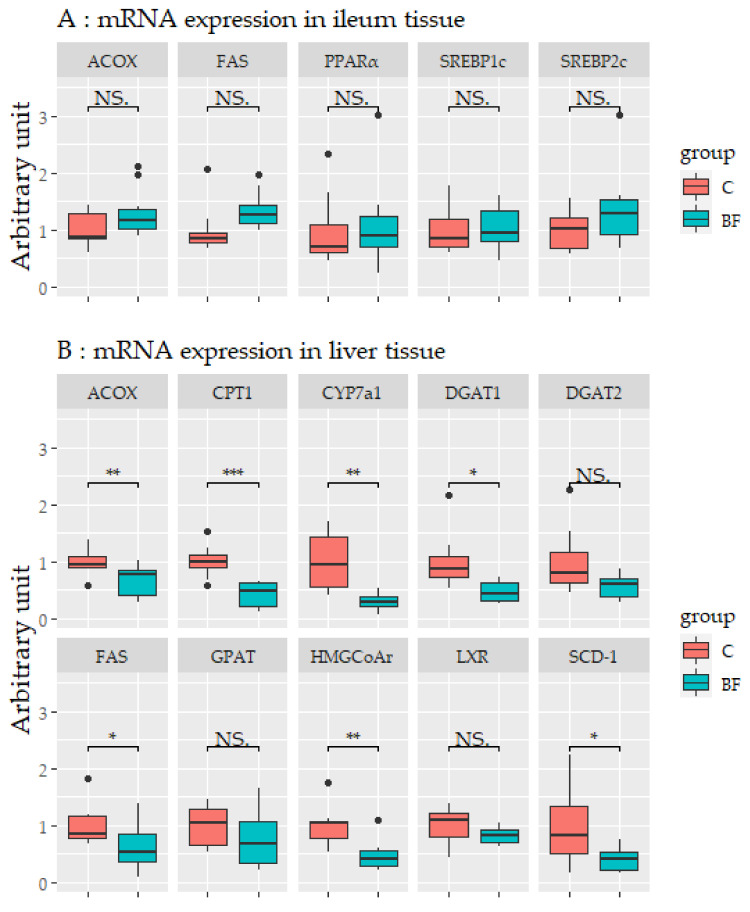

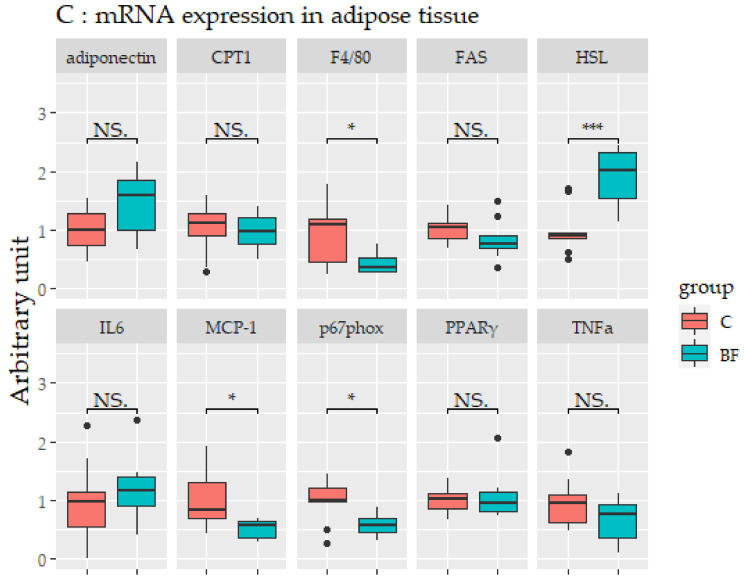
The expression levels of mRNA in the ileum (**A**), liver (**B**), and adipose (**C**) tissues. Values are means ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 significantly different from the control group. NS.: not significant. ACOX, Acyl-CoA oxidase; FAS, Fatty acid synthase; PPARα, Peroxisome proliferator-activated receptor-α; SREBP1c, Sterol regulatory element-binding protein-1c; SREBP2, Sterol regulatory element-binding protein-2; CPT1, Carnitine palmitoyl transferase 1; CYP7a1, Cholesterol 7alpha-hydroxylase 1; DGAT1, Diacylglycerol acyltransferase-1; DGAT2, Diacylglycerol acyltransferase-2; GPAT, glycerol-3-phosphate acyltransferase; HMGCoAr, Hydroxymethylglutaryl-CoA reductase, reductase; LXR, Liver X receptor; SCD-1, Stearoyl-CoA desaturase 1; HSL, Hormone-Sensitive Lipase; IL6, Interleukin-6; MCP-1, Monocyte chemotactic protein-1; p67phox, NADPH oxidase subunit p67 phox; PPARγ, Peroxisome proliferator-activated receptor-γ; TNF-α, Tumor necrosis factor-α. C: Control group, BF: Beau fiber group.

**Figure 7:**
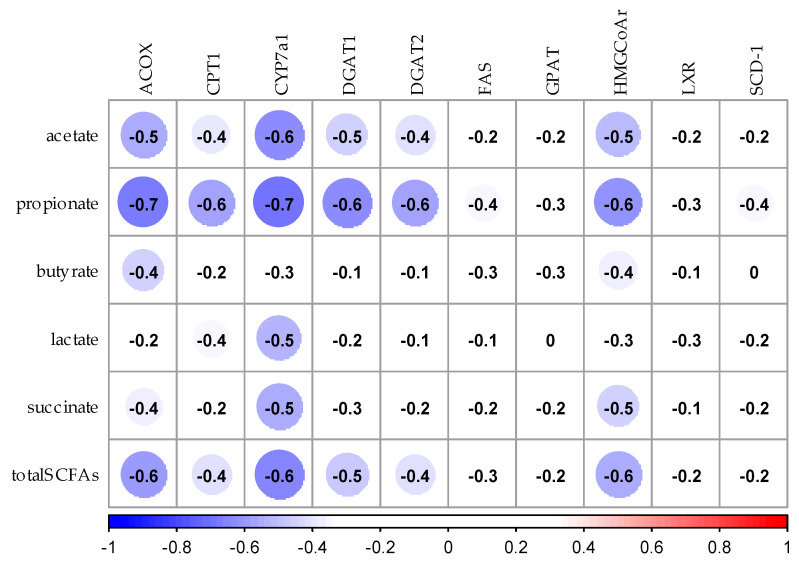
Spearman’s rank correlation analysis between SCFAs and expression of mRNA related to lipid metabolism in the liver. The values in the figure shows the correlation coeffcient. Blue circles show negative correlation and red circles show positive correlation. ACOX, Acyl-CoA oxidase; CPT1, Carnitine palmitoyl Table 1. CYP7a1, Cholesterol 7alpha-hydroxylase 1; DGAT1, Diacylglycerol acyltransferase-1; DGAT2, Diacylglycerol acyltransferase-2; FAS, Fatty acid synthase; GPAT, glycerol-3-phosphate acyltransferase; HMGCoAr, Hydroxymethylglutaryl-CoA reductase, reductase; LXR, Liver X receptor; SCD-1, Stearoyl-CoA desaturase 1; total SCFAs, total short-chain fatty acids.

**Figure 8:**
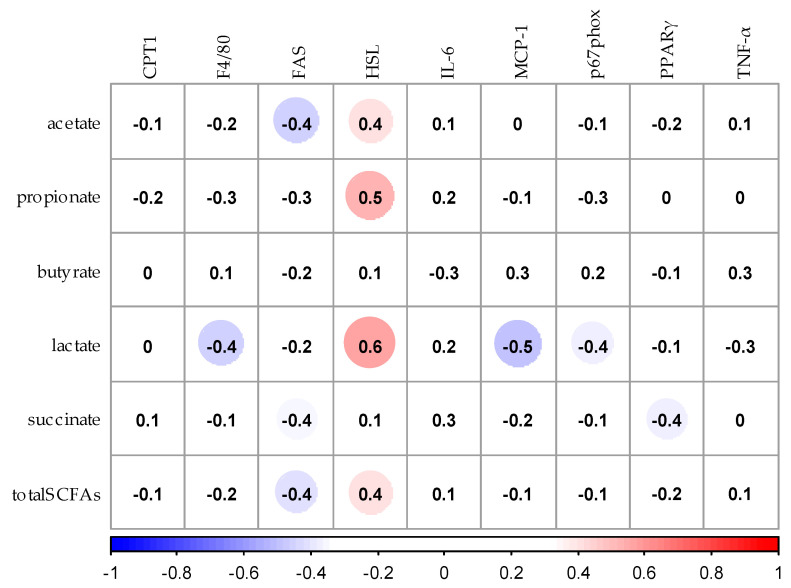
Spearman’s rank correlation analysis between SCFAs and expression of mRNA related to lipid metabolism in adipose tissues. The values in the figure shows the correlation coeffcient. Blue circles show negative correlation and red circles show positive correlation. CPT1, Carnitine palmitoyl transferase 1; FAS, Fatty acid synthase; HSL, Hormone-Sensitive Lipase; IL6, Interleukin-6; MCP-1, Monocyte chemotactic protein-1; p67phox, NADPH oxidase subunit p67 phox; PPARγ, Peroxisome proliferator-activated receptor-γ; TNF-α, Tumor necrosis factor-α; total SCFAs, total short-chain fatty acids.

**Table 1:** Nutritional components of Beau fiber (BF).

Beau Fiber (BF)	(g/100 g)
Moisture	8.1
Fat	3.0
Protein	8.8
Ash	0.1
Available carbohydrate	63.5
Total dietary fiber	16.5
β-Glucan	8.0

Available carbohydrate: (100 − (“Moisture” + ”Fat” + ”Protein” + ”Ash” + ”Total dietary fiber”)).

**Table 2:** Composition of the control and BF experimental diets (g/kg).

	Control	BF
Dextrinized corn starch	329.5	114.8
Casein	200.0	200.0
Sucrose	100.0	100.0
Soybean oil	70.0	70.0
Lard	200.0	190.9
Cellulose powder	50.0	-
BF *		303.8
AIN-93G mineral mixture	35.0	35.0
AIN-93 vitamin mixture	10.0	10.0
L-Cystine	3.0	3.0
Choline bitartrate	2.5	2.5
*t*-Butylhydroquinone	0.014	0.014
The amounts of β-glucan (%)	0.0	2.4

* BF obtained from the National Agriculture and Food Research Organization (Tsukuba, Japan).

**Table 3:** Final weight, body weight gain, food intake, and food efficiency ratio in mice fed the control and BF diets.

	Control	BF	*p* Value
Initial weight (g)	20.3 ± 0.9	20.3 ± 0.8	N.S.
Final weight (g)	41.5 ± 2.8	38.5 ± 4.0	N.S.
Body weight gain (g/day)	0.23 ± 0.03	0.20 ± 0.04	N.S.
Food intake (g/day)	3.3 ± 0.2	3.2 ± 0.1	N.S.
Food intake (g/day/10 g final weight)	0.79 ± 0.04	0.82 ± 0.05	N.S.
Food efficiency ratio (%)	7.0 ± 0.7	6.3 ± 1.0	N.S.

Values are mean ± SD, Food efficiency ratio (%) = Body weight gain/Food intake × 100, N.S.: not significant difference. BF: Beau fiber group.

**Table 4:** Organ weights in mice fed the control BF and diets.

	Control	BF	*p* Value
Liver (g)	1.50 ± 0.23	1.25 ± 0.11	*p* < 0.05
Epididymal fat (g)	2.45 ± 0.40	2.24 ± 0.54	N.S.
Retroperitoneal fat (g)	0.93 ± 0.15	0.74 ± 0.19	*p* < 0.05
Mesenteric fat (g)	0.95 ± 0.26	0.67 ± 0.18	*p* < 0.05
Cecum with digesta (g)	0.23 ± 0.05	0.42 ± 0.07	*p* < 0.05

Values are mean ± SD, N.S.: not significant difference.

**Table 5:** Concentrations of liver and serum lipids and hormones in mice fed the control and BF diets.

	Control	BF	*p* Value
*Concentration of liver lipids*			
Cholesterol (mmol/liver)	0.7 ± 0.1	0.4 ± 0.1	*p* < 0.05
(mmol/g liver)	0.5 ± 0.1	0.3 ± 0.1	*p* < 0.05
Triglyceride (mmol/liver)	8.0 ± 4.3	3.8 ± 1.5	*p* < 0.05
(mmol/g liver)	5.1 ± 1.9	3.0 ± 1.0	*p* < 0.05
*Biochemical levels in serum*			
Total cholesterol (mmol/L)	10.6 ± 0.7	8.8 ± 1.2	*p* < 0.05
LDL-cholesterol (mmol/L)	0.5 ± 0.1	0.4 ± 0.1	*p* < 0.05
HDL-cholesterol (mmol/L)	4.7 ± 0.2	4.6 ± 0.4	N.S.
Non-esterified fatty acid (NEFA) (μEq/L)	661.9 ± 63.7	666.5 ± 44.3	N.S.
Triglyceride (mmol/L)	2.4 ± 0.4	3.3 ± 0.8	*p* < 0.05
Insulin (ng/mL)	6.0 ± 3.3	3.9 ± 1.5	N.S.
Leptin (ng/mL)	92.8 ± 19.5	54.9 ± 22.1	*p* < 0.05

Values are mean ± SD, N.S.: not significant difference.

**Table 6:** Concentration of short-chain fatty acids (SCFAs) and organic acids in cecum contents.

(μmol/cecum)	Control	BF	*p* Value
Acetic acid	2.2 ± 0.9	3.7 ± 1.0	*p* < 0.05
Propionic acid	0.7 ± 0.3	1.4 ± 0.4	*p* < 0.05
Butyric acid	0.7 ± 0.2	0.9 ± 0.5	N.S.
Lactic acid	0.2 ± 0.0	0.4 ± 0.1	*p* < 0.05
Succinic acid	0.1 ± 0.1	0.3 ± 0.1	*p* < 0.05
Total short-chain fatty acids (SCFAs)	4.5 ± 1.5	7.7 ± 2.0	*p* < 0.05

Values are mean ± SD, N.S.: not significant difference.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6643/12/11/3546/s1, Table S1: Primers used in the real-time reverse transcription polymerase chain reaction. Table S2: Differentially expressed genes in the ileum by microarray analysis. Table S3: Differentially expressed genes in the liver by microarray analysis., Table S4: Differentially expressed genes in the adipose tissue by microarray analysis.

How the deposited data were processed for this re-analysis (not part of the article)

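RNA was extracted by the authors from the ileum, the liver and the epididymal adipose tissue of mice fed the control or the BF diet for 92 days. RNA of the 10 mice of a group was pooled, 100 ng of each pool was labelled, and each pool was run on 1 GeneChip Mouse Gene 2.0 ST array, which gives 6 arrays. The authors processed the arrays with robust multichip analysis at default settings in Expression Console 1.3. The values are on the log2 scale, for 41345 probe sets per array. The text of the paper does not name which arrays were normalized together, and the raw intensities were not used here. The other measurements of the paper, q-PCR included, were made on single mice and were not analysed here.

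The column of each array was matched to its organ and diet by the titles of the arrays and by the values of Tables S2 to S4. The source label of the BF array of adipose tissue names the cellulose diet, and the values of Table S4 place that array with the BF diet. Within a tolerance of 2e-05, 1971 of 1998 entries read from Table S2, 1989 of 1998 from Table S3 and 1990 of 1998 from Table S4 were matched to a probe set. The entries of these tables beyond 1998 were not read. The labels of the adipose arrays name adipocytes where the paper names epididymal fat tissue, and the words adipose tissue are used here.

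Gene names came from the probe table of the array, in which 23521 probe sets carry exactly 1 gene symbol, 1814 carry several and 16010 are not listed. Of the 23521, 23328 were matched to a gene by number and 20158 are protein-coding. The paper excluded non-coding genes with a tool whose annotation was not used here, so the counts rest on the 23521. They stand for 22180 genes, 1082 of them with several probe sets. A gene was read from its probe set with the highest mean over the 6 arrays. Its probe sets lay past opposite thresholds for 4 genes in the ileum, 12 in the liver and 4 in adipose tissue. No coordinates are given, since the build of the array was not used here.

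For each organ the control value was subtracted from the BF value. Differences above 1.3 fold were counted as higher and those below 0.77 fold as lower, as in the paper, with no filter on signal. Each group is 1 array, so no test, standard deviation or p-value was computed, the differences between organs were not tested and no sample could be left out. No depth applies to arrays, and their number limits the precision. The Pearson correlation of the control and BF arrays across probe sets, which are not independent replicates, was 0.990 in the ileum, 0.986 in the liver and 0.985 in adipose tissue. Both arrays of an organ held the same value, within 5e-05, for 4.30% of probe sets in the ileum, 5.16% in the liver and 3.54% in adipose tissue.

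Before the data were examined, 70 gene lists were written by hand from general knowledge: the pathways of Figures 2 to 5, whose members in KEGG may differ, other sets of lipid, inflammatory and stress genes, and markers of cell types. For each list and organ the share of genes past each threshold was computed with its exact (Clopper-Pearson) 95% binomial interval, which covers counting error only. All genes were also put into 20 bins of equal size by mean signal. The share past each threshold in the bin of each member was averaged over the list, as the share among genes of like signal. The median difference of the list was placed among the medians of 10000 random lists drawn with a fixed seed from the same 20 bins of signal. Genes not listed in the probe table with a symbol of their own were left out of the lists.

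The genes named in the text are a selection from the 10 genes furthest each way per organ among protein-coding genes with a mean log2 value of at least 6, from up to 4 members of each list with a mean of at least 5, and from the genes measured by q-PCR. Any other gene is named with the words that it was chosen after its values were seen, or in the closing observations as such. The largest entries of Tables S2 to S4 had been seen before these rules and the gene lists were written. For that reason 8 genes at the top of Table S4 were kept out of the epididymal and multiciliated marker lists. Other genes seen then, such as Lct, Marco, Lyz2 and Apln, are members of lists.

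The alternatives set before the data were examined were centring the differences on their median, centring them on a lowess curve (span 0.3), quantile normalization of the 6 arrays or of the 2 arrays of an organ, a log2 value of at least 5 or 6 on either array, thresholds of 1.5 fold or 2 fold, counting protein-coding genes only, all probe sets or 1 probe set per gene, and averaging the probe sets of a gene. The procedure was tested on simulated data. The 200 genes given a 2-fold change were drawn from those with a mean log2 value of at least 6. With the spread of the ileum, the liver and adipose tissue, 100%, 100% and 98.5% of them were found past the threshold. Of the unchanged genes, which were of any signal, 6.32%, 10.3% and 9.84% also lay past one. The spread was taken from the observed differences between the 2 arrays of an organ, which hold any effect of the diet. These shares are therefore not a rate of false calls, which cannot be known without replicates. Recovery at lower signal or of smaller changes was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.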

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

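The test of epididymal markers in the control pool, the test of the clock in adipose tissue, and the counts of genes below -2 and of gene families were chosen after the results had been seen. The other tests were set before, though after the largest entries of Tables S2 to S4 had been seen. Apart from the lists used only as tests, no list below is itself a pathway of the paper's figures. Some share genes with those pathways, as cholesterol synthesis shares many with steroid biosynthesis. Each list below, the test lists apart, had a median log2 difference (BF minus control) beyond the lowest or highest 0.1% of 10000 random lists in that organ. With 70 lists in 3 organs and 1 array per group, these are descriptions of the arrays.

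Cholesterol synthesis from acetyl-CoA was lower in the liver (median -0.79, 13 of 16 genes below 0.77 fold) and in adipose tissue (-0.43, 9 of 16). A different time of day at tissue collection would part the arms of the circadian clock, but in the liver the medians of its positive and negative arms lay 0.11 apart, less than the 0.3 set beforehand as the bound, with 2 of 5 genes of the positive arm and 9 of 10 of the negative arm at a log2 value of at least 5. A lower share of hepatocytes would lower their markers as well, and the median of these was 0.036, which argues against it in the liver. Other changes in the mix of liver cells were not tested. In adipose tissue the arms of the clock lay 0.58 apart, between the bounds. In the ileum their medians were -0.21 and 0.14, more than 0.3 apart. The organs came from the same mice, so the liver alone cannot decide, and a different time of collection stays open. Also open, untested, are the diet itself, a difference in feeding before collection and a difference carried by a few mice of a pool. In adipose tissue a different mix of cells stays open too, since macrophage markers (-0.81) and endothelial markers (0.67) moved apart there.

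In adipose tissue, the genes with the largest differences are known from the epididymis, and 47 genes lay below -2. Of 22 markers of epididymal and efferent duct epithelium, 7 were below 0.77 fold and 2 above 1.3 fold, and the control and BF values were 8.47 and 4.17 for Adam7, 7.56 and 2.30 for Spint4, named after its values were seen, and 6.93 and 4.81 for Lcn5, which is consistent with RNA of the epididymis in the control pool. Only 4 of the 22 reached a log2 value of 5, and Gpx5, also abundant in the epididymis and named after its values were seen, had 3.07 and 2.72, which leaves open from which part such RNA came. Markers of multiciliated cells were higher in the BF pool (median 0.35, 13 of 27), and for RNA of the epididymis or efferent ducts in that pool the 22 markers lay at percentile 1.99 of the random lists, below the 95 set beforehand as the bound against it. That bound was set aside after the value was seen, because the median of -0.09 is near 0 over members that went both ways. Esr1 (0.68) and Slc9a3 (0.73, named after its value was seen) of the efferent ducts were higher. Adgrg2 rose most among protein-coding genes with a mean of at least 6 (control 6.22, BF 8.34). It had been seen beforehand and was kept out of the 22 markers. RNA of the epididymis or efferent ducts in the BF pool therefore cannot be told apart from other causes. A response of these genes to the diet was not tested.

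Most probe sets past a threshold in the ileum and the liver had low signal. Odorant and pheromone receptors, genes that these organs hardly use, lay past a threshold for 12.3% of 1405 probe sets in the ileum, 17.1% in the liver and 10.1% in adipose tissue, against 8.21%, 12.3% and 12.8% of all named probe sets. The ratio was 1.50, 1.38 and 0.789, so spread at low signal could account for counts of this size in the ileum and the liver. In adipose tissue the ratio lies between the bounds set beforehand, so the receptors do not decide there. The median of the receptors was 2.47 in adipose tissue, and at a mean from 6 to 8, 14.6% of its probe sets still lay past a threshold, against 4.18% in the ileum and 6.77% in the liver. In adipose tissue the share was 6.42% at a mean under 3, 11.4% from 3 to 4, 15.5% from 4 to 5 and 13.8% from 8. These values argue against low signal alone as the source of the counts in adipose tissue. Spread at higher signal cannot be told apart from other differences there.

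In the liver, acute phase genes had a median of -0.31 (8 of 17 lower). Interferon-stimulated genes of the liver had a median of -0.32 (6 of 21 lower). Hepatic steatosis genes had a median of -0.54 (8 of 11 lower) and lipogenesis genes one of -0.31 (4 of 16 lower) in the liver. Nuclear genes of oxidative phosphorylation in the liver had a median of 0.13, with 2 of 43 higher and none lower.

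In adipose tissue, macrophage markers had a median of -0.81 (21 of 23 lower) and those of lipid-associated macrophages one of -0.63 (10 of 14 lower). Cell cycle genes had a median of -0.37 (12 of 25 lower). The unfolded protein response had a median of -0.27 (6 of 20 lower). Endothelial markers had a median of 0.67 (11 of 13 higher). Adipocyte markers had a median of 0.28 (3 of 16 higher). Markers of B and plasma cells had a median of 0.24, with 4 of 18 higher but 2 of 18 at a log2 value of at least 5. The negative arm and output of the clock had a median of 0.39 (5 of 10 higher).

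In the ileum, markers of B and plasma cells had a median of 0.33 (8 of 18 higher), those of T cells 0.23 (6 of 16) and those of macrophages 0.20 (6 of 23). Class II antigen presentation had a median of 0.31 (2 of 10 higher). Interferon-stimulated genes of the ileum had a median of 0.22 (5 of 21 higher). Acute phase genes had a median of 0.28, with 5 of 17 higher and 1 lower. Antimicrobial and oxidase genes of the epithelium had a median of 0.17 (4 of 12 higher). Gut hormones and receptors for short-chain fatty acids had a median of 0.23 (3 of 16 higher, 1 lower). Smooth muscle markers had a median of -0.16, with none of 15 past a threshold. Adipocyte markers had a median of -0.36 (8 of 16 lower, 1 higher).

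For 4 lists the medians lay beyond the random lists in opposite directions in a pair of organs, a difference that was not tested. The gap between ileum and liver was 0.59 for acute phase genes and 0.54 for interferon-stimulated genes. The gap between ileum and adipose tissue was 1.01 for macrophage markers, and that between adipose tissue and ileum was 0.64 for adipocyte markers.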

How the results depend on the processing

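No paired analysis was possible because each diet group gave 1 pooled array per organ, and leaving out a replicate could not be run for the same reason. No alternative was added after the data were seen. No named gene past a threshold and no list median beyond the random lists reversed its direction under the alternatives run for it. Counts and shares were not checked for a reversal. Of the probe sets past a threshold, 50.4% were higher in the liver, and 44.5% at a log2 value of at least 5. In adipose tissue these were 52.4% and 47.5%. In the ileum they were 52.1% and 62.3%, and 45.0% with all probe sets. Of 66 values of the 6 counts of probe sets, 35 stayed within 1.5 times the main count. Of 81 values of the 9 shares planned as main results, 67 stayed within the interval of the main share, as did 915 of 1161 values of other shares. Of 1435 list medians 1361 moved little, and of 3230 values of named genes 3134 kept their side of the thresholds. Median and lowess centring and quantile normalization within an organ kept all 6 counts within 1.5 times, as did protein-coding genes only and 1 probe set per gene. Quantile normalization over 6 arrays moved the lower count in the ileum to 603, and the cause was not tested.

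The other counts moved by construction, with fewer probe sets, stricter thresholds or unnamed probe sets added. They are given as higher and lower. At a log2 value of at least 5 they were 455 and 275 in the ileum, 333 and 416 in the liver, and 817 and 903 in adipose tissue. At 6 they were 259 and 112, 182 and 225, and 531 and 638. At 1.5 fold they were 254 and 165, 307 and 346, and 419 and 496. At 2 fold they were 19 and 14, 21 and 34, and 48 and 131. With all probe sets they were 2730 and 3332, 3844 and 3847, and 3496 and 3335.

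Steroid biosynthesis genes lower in the ileum fell to 0% at 1.5 fold and at 2 fold, in the liver to 12.5% at 2 fold, and in adipose tissue to 25.0% at 1.5 fold and 0% at 2 fold. Fatty acid biosynthesis genes higher in the ileum fell to 0% at 1.5 fold and 2 fold, and in adipose tissue to 0% at 2 fold. Glycerolipid genes lower fell to 0% at 2 fold in all 3 organs, in the liver to 3.45% at a log2 value of at least 5 and to 0% at 6, and in the ileum to 0% with the mean of probe sets. Signal over background limits the lists with many members under a log2 value of 5.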

Differences from the paper's values

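The paper's count of genes above 1.3 fold in the ileum is 1536, and 1007 probe sets with 1 gene symbol were found here. Lowess centring (1076) and quantile normalization within the organ (1150) bring the count within 1.5 times the paper's. Median centring (1007), quantile normalization over 6 arrays (946), a log2 value of at least 5 (455) or 6 (259), 1.5 fold (254), 2 fold (19), protein-coding genes only (843), all probe sets (2730) and 1 probe set per gene (946) do not. The paper's count below 0.77 fold in the ileum is 1529, against 925 here, and none of the alternatives set before the data were examined brings it within 1.5 times, from 14 at 2 fold to 3332 with all probe sets. The paper's count above 1.3 fold in the liver is 2197, against 1462 here. Quantile normalization over 6 arrays gives 1699, which is lower than the paper's count but within 1.5 times, and the other alternatives do not come within 1.5 times, from 21 at 2 fold to 3844 with all probe sets. The counts of the paper leave out non-coding genes by an annotation that was not used here, and counting protein-coding genes only by the annotation used here moves the counts further from the paper's.

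In steroid biosynthesis, the share of lower genes in the ileum is about 10% in Figure 3, read by eye, against 6.25% here. A log2 value of at least 5 or 6 gives 8.33%, within 1.5 times, and the other alternatives do not. In fatty acid biosynthesis, the share of higher genes in the liver is about 16% in Figure 2, read by eye, against 0% here, with 14 of 18 genes analysed. No alternative changes that share. The lists were written from general knowledge, so their members may not be those of the paper's pathways. In alpha-linolenic acid metabolism, the share of lower genes in adipose tissue is about 12% in Figure 3, read by eye, against 4.35% here. Lowess centring (13.0%), quantile normalization within the organ (8.70%) and a log2 value of at least 5 (9.09%) or 6 (10.0%) fall within 1.5 times, and the other alternatives do not.

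For the carbohydrate pathways of the ileum, the paper gives shares of less than 10%. Here, with each direction counted alone, this held for all pathways but fructose and mannose metabolism, with 10.7% higher, and ascorbate and aldarate metabolism, with 11.1% lower. With both directions added, galactose metabolism (2 higher and 1 lower of 23) and glycolysis and gluconeogenesis (4 higher and 2 lower of 55) exceed it as well. The paper states that steroid biosynthesis genes were lower in all organs by more than its bound, which held here in the liver and adipose tissue. In that sentence it gives the KEGG number of steroid hormone biosynthesis, and in its discussion that of steroid biosynthesis, the list used here. On the list of steroid hormone biosynthesis the lower shares were 8.00% in the ileum, 10.7% in the liver and 5.33% in adipose tissue, so the comparison depends on that choice. It also states that genes of lipid metabolism were unchanged in the ileum, where 24 of 315 were higher and 15 lower here.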

Other observations

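The list for the hypothesis on B cells below was written before the data were examined. Immunoglobulin segments at the top of Table S2 had been seen by then, so it is no independent test. The gene families and the genes named as such were chosen after their values had been seen. In the adipose tissue of the BF group, 8 of 27 genes of the extracellular matrix were lower and 1 was higher, the lower ones including Timp1, an inhibitor of matrix proteases, at 2.32-fold and Lum, lumican, at 1.74-fold lower. Some genes of the stress response of the endoplasmic reticulum were lower as well, with Atf3 at 1.87-fold and Dnajb9 at 1.58-fold lower. Macrophage markers (median -0.81) and endothelial markers (0.67) moved on the same arrays. How far a different mix of cells enters the matrix and stress genes was not measured. Of the negative arm and output of the circadian clock, 5 of 10 genes were higher, among them Nr1d1 at 1.66-fold, Per3 at 1.55-fold, Dbp at 1.48-fold and Tef at 1.45-fold, while none of 5 genes of the positive arm lay past a threshold, Clock and Arntl having log2 differences of -0.33 and -0.23. The inflammatory gene Saa3 was 2.81-fold lower and Lcn2 1.91-fold higher. Of 18 Wfdc genes, protease inhibitors of the reproductive tract, 10 were lower and none was higher, and the control and BF values of Pate3 and Rnase9, chosen after their values were seen, were 7.18 and 3.14, and 7.04 and 2.88.

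In the ileum, 4 of 12 defence genes of the epithelium were higher in the BF group, with Tifa at 1.76-fold, Reg3a, an antimicrobial lectin, at 1.74-fold, and Nos2 at 1.48-fold. Outside that list, the signalling inhibitor Socs3 was 1.90-fold higher. Car1, a carbonic anhydrase chosen after its values were seen, had log2 values of 7.80 and 3.46 in the control and BF groups, the second below the median of its array. In the liver, Pltp, the phospholipid transfer protein, was 1.85-fold lower, Igfbp2 1.57-fold higher and Angptl8, a regulator of lipoprotein lipase, 1.69-fold higher.

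Immunoglobulin segments in the ileum had 7 of 18 members higher and 2 lower, with a median log2 difference of 0.23. Ighg3 and Igkj1, chosen after their values were seen, were 4.90-fold and 3.40-fold higher. The markers of B and plasma cells, a list without those segments, had a median of 0.33 in the ileum, which is consistent with more B-lineage cells in the BF ileum pool. Whether these came from the diet or from how much lymphoid tissue the samples held was not tested. The adipocyte markers of the ileum were lower in the same comparison.

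The paper measured 22 genes by q-PCR in single mice, and 3 of them were not analysed here. On the pooled arrays of the liver, Cyp7a1 was 2.06-fold and Cpt1a 1.34-fold lower, the direction of the paper's q-PCR. Fasn at 1.21-fold and Scd1 at 1.13-fold lower had the same direction but lay within the thresholds. Gpam, which is not among the genes that the paper reports as lower, was 1.29-fold lower, also within the thresholds. Dgat1, which the paper's q-PCR found lower, had a log2 difference of 0.08. In adipose tissue, Adgre1 (F4/80) was 2.19-fold and Ccl2 (MCP-1) 2.09-fold lower, and Lipe (HSL) was 1.28-fold higher, within the threshold. The other genes of adipose tissue were Adipoq (0.07), Cpt1a (-0.06), Fasn (0.11), Il6 (-0.07), Pparg (0.21) and Tnf (-0.20). In the ileum, Fasn (0.05), Ppara (-0.06), Srebf1 (0.06) and Srebf2 (0.01) differed little. Rplp0, the reference gene 36B4 of the q-PCR, had log2 differences of 0.30 in the liver, -0.11 in adipose tissue and 0.01 in the ileum. In the table of the 22 primer pairs, ACOX and PPARα are given the same reverse primer, as are IL-6 and p67phox. Which gene of each pair the primer belongs to was not examined.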
